A study of Homo sapiens with 10 samples.

How the data were processed

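The series measured messenger RNA in human umbilical vein endothelial cells (HUVECs), primary cells that line the vein of the umbilical cord. Cells were transfected with a small interfering RNA (siRNA) against RAP1B, a small GTPase of the Ras family, or with a control siRNA. All cultures received the inflammatory cytokine TNF-α for 12 hours. Per the labels' protocols, RNA of each biological replicate came from 300000 cells, was extracted with TRIzol, and was made into polyA libraries with SMART-Seq2, a full-length cDNA method that amplifies by PCR. The labels describe no molecular identifiers, so counts include PCR copies and their counting error covers sampling only. The labels give 5 siControl and 5 siRap1B samples. No untreated samples were analysed here, so no response to TNF-α itself was measured.

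The authors deposited 1 table of whole-number counts with 24306 rows, 1 row per Ensembl gene identifier, and 10 sample columns. The aligner, the counting program, the genome build, the annotation and the use of strand are not stated in the labels or the file header. It is also not stated whether the values are reads or rounded estimates. The columns were matched to samples by title, and 0 columns were left unmatched. Every row had a total of at least 2 counts. A gene symbol was given for 21760 rows, and 584 symbols were on more than 1 row, in 1522 rows that include identifiers of alternate assembly copies. Those rows held 4.52% to 5.16% of a sample's counts. Reads of such genes can be divided among rows in a way that the file does not describe. In GENCODE 29 (assembly GRCh38), 22541 rows (92.7%) had their identifier. Positions given for genes are from GENCODE 29, counted from 1, because the authors' own build is not stated.

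The counts as deposited were tested with edgeR 4.0.16 in R 4.3.3. Rows were kept by edgeR's expression filter with a minimum count of 10 and the group, which left 14328 rows with 99.8% of all counts. Library sizes were scaled by the trimmed mean of M values (TMM), with factors from 0.940 to 1.09. The quasi-likelihood test with robust shrinkage compared siRap1B with siControl over all 10 samples, with group as the only term, and Benjamini-Hochberg adjustment was made over all tested rows. The threshold was an adjusted p of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F. Levels are CPM (counts relative to the TMM-scaled library size), given as mean ± SD. Log2 CPM used a prior count of 2. Where a gene of a list had several rows, the row with the highest mean count was used.

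Gene lists for 8 subjects were written before the data were examined: leukocyte adhesion molecules, TNF-induced NF-kB targets, chemokines and cytokines, interferon-stimulated genes, antigen presentation, VEGF signalling and endothelial identity, Rap1 regulators and effectors, and the cell cycle. The groups, the main test, the other settings to be tried and the rule for naming genes were fixed at the same time. The lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 8 lists. A score per sample, the mean log2 CPM over a list, was compared with an exact permutation test over 252 arrangements, which cannot go below p = 0.00794. Lists of fibroblast and mural cell markers, of leukocyte markers, and of replication and mitosis genes were written after the genes with the largest changes had been seen.

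The rule for named genes took RAP1B and RAP1A, ICAM1, VCAM1, SELE, NFKBIA and KDR whatever their result. It added the 5 largest rises and the 5 largest falls among genes past the threshold with a mean log2 CPM of at least 3 and no overlap between the groups. From each list it took up to 3 members with the smallest adjusted p. This gave 37 genes. Genes outside the rule are marked where they appear.

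Exons of 11 of the 37 named genes overlapped exons of another gene in GENCODE 29, and for 3 of them (IFIT2, ERAP1 and ACKR1) the other gene was tested. The overlap was 1.58%, 3.76% and 0.295% of their exon bases with LIPA, CAST and CADM3. For ICAM1, 22.0% of exon bases lay opposite an antisense gene that was not tested. Since strand-specific counting is not stated, values of overlapping genes are uncertain to that extent.

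The test was first run on simulated data. Counts of 14328 rows were drawn from the samples' means and library sizes, 195 tested genes were changed by a log2 fold change of 1 either way, and 14074 rows passed the filter. The test called 75.9% of the changed genes, none with the wrong sign, and 7 calls (4.52%) fell on unchanged genes. The share that the simulation was required to recover was lowered after its first run. Of the 8 lists, 1 was shifted by 0.5 and was called, and 0 of the others were called.

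The other settings were DESeq2 size factors, upper-quartile factors, library size only, no filter, a minimum of 10 counts in every sample, no robust shrinkage, the DESeq2 1.42.0 Wald test, limma-voom, the replicate number as a block, leaving out each sample, stricter thresholds, fry, camera with an estimated correlation, and for list scores a prior count of 0.5. Settings chosen after seeing the data were summing rows that share a symbol, a correction for GC content and transcript length with a lowess span of 0.3, and thinning all libraries to the smallest total. Other splits of the samples were counted over 100 of the 126 distinct splits into 5 and 5. Motifs of 7 bases were counted in the 3′ UTR of 1 transcript per gene for 11081 genes with a mean log2 CPM of at least 1 and a UTR of at least 50 bases. The motif statistic t compared residuals of the log2 fold change between genes with and without a motif. The residuals were taken after a fit on UTR length, UTR GC content and mean log2 CPM. Differences given for motifs are therefore differences of residuals. Limits for t came from 1000 permutations of the residuals. These steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plots used matplotlib 3.10.9.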

Results

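Gene expression was measured by RNA sequencing in 10 cultures of HUVECs, primary endothelial cells of the umbilical vein, after 12 hours of TNF-α. The cultures fell into 5 siControl and 5 siRap1B replicates. The comparison addressed which transcripts differ when RAP1B is depleted in endothelial cells under an inflammatory stimulus. The series title places this question in the setting of VEGF and immune suppression. No treatment with VEGF is named in the labels.

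The siControl libraries held 11749128, 11117563, 12714859, 13047216 and 14205883 counts in replicate order. The siRap1B libraries held 12991854, 14583616, 15224862, 17226410 and 10922793 counts. Mean totals were 12566930 ± 1194591 (SD, n = 5) in siControl and 14189907 ± 2374650 (SD, n = 5) in siRap1B, a difference within the spread between replicates (two-sided exact permutation test, p = 0.206). The 10 genes with the highest counts in each library took 8.50% ± 0.14 (SD, n = 5) of counts in siControl and 9.08% ± 0.39 (SD, n = 5) in siRap1B (two-sided exact permutation test, p = 0.00794, the smallest possible value). No batch was given in the labels. The chi-square statistic per degree of freedom for pairs of libraries within groups ran from 5.97 to 34.8, so no such pair agreed within sampling noise. Because counts include PCR copies, this cannot show that the libraries come from separate cultures. All 10 were counted as separate replicates on the basis of their labels. In a principal component analysis of log2 CPM, the first component held 25.0% of the variance. Its scores ran from -28.06 to -22.25 in siControl and from 23.97 to 30.20 in siRap1B. The second component held 14.3% and did not follow the groups.

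The targeted gene was examined first. RAP1B (ENSG00000127314; chromosome 12, 68610839 to 68671901, plus strand, GRCh38 in GENCODE 29) had 1286, 1230, 1394, 1217 and 1526 counts in the siControl replicates and 243, 192, 299, 302 and 187 in the siRap1B replicates. The level was 103.8 ± 7.41 CPM (SD, n = 5) in siControl and 17.7 ± 2.40 CPM (SD, n = 5) in siRap1B, so that 17.02% remained. The log2 fold change was -2.56 with a standard error of 0.097 (edgeR quasi-likelihood test, adjusted p = 9.35e-11). Every library labelled siRap1B had fewer RAP1B counts than every library labelled siControl. Of all alternatives, leaving out siRap1B replicate 2 moved this value most, to -2.48. The paralog RAP1A (ENSG00000116473; chromosome 1, 111542218 to 111716691, plus strand) was at 24.7 ± 1.90 CPM in siControl and 27.2 ± 2.31 CPM in siRap1B (SD, n = 5 each). Its log2 fold change of 0.14 (SE 0.092) was within the spread between replicates (edgeR adjusted p = 0.312). Reads shared between the paralogs could have been counted for either, since the counting is not stated. A RAP1B pseudogene, RAP1BP1, had at most 3 counts in any library.

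Across all genes, 3107 of 14328 tested rows passed an adjusted p of 0.05 in the edgeR quasi-likelihood test. Of these, 1783 were higher and 1324 were lower in siRap1B. Changes were mostly small, with a median absolute log2 fold change of 0.47 over the called rows. An absolute log2 fold change of at least 1 was reached by 180 rows in each direction. The median log2 fold change of all tested rows was -0.01. In 2366 tested rows (16.5%) the values of the groups did not overlap, where chance gives 0.794%, and 2165 of these rows were called. Without any normalization factor, 3187 rows were called but 1288 were higher and 1899 lower, so the balance of rises and falls depended on the scaling. Among fits that kept the threshold and the groups, leaving out siControl replicate 5 moved the total most, to 2480.

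**Figure D1:**
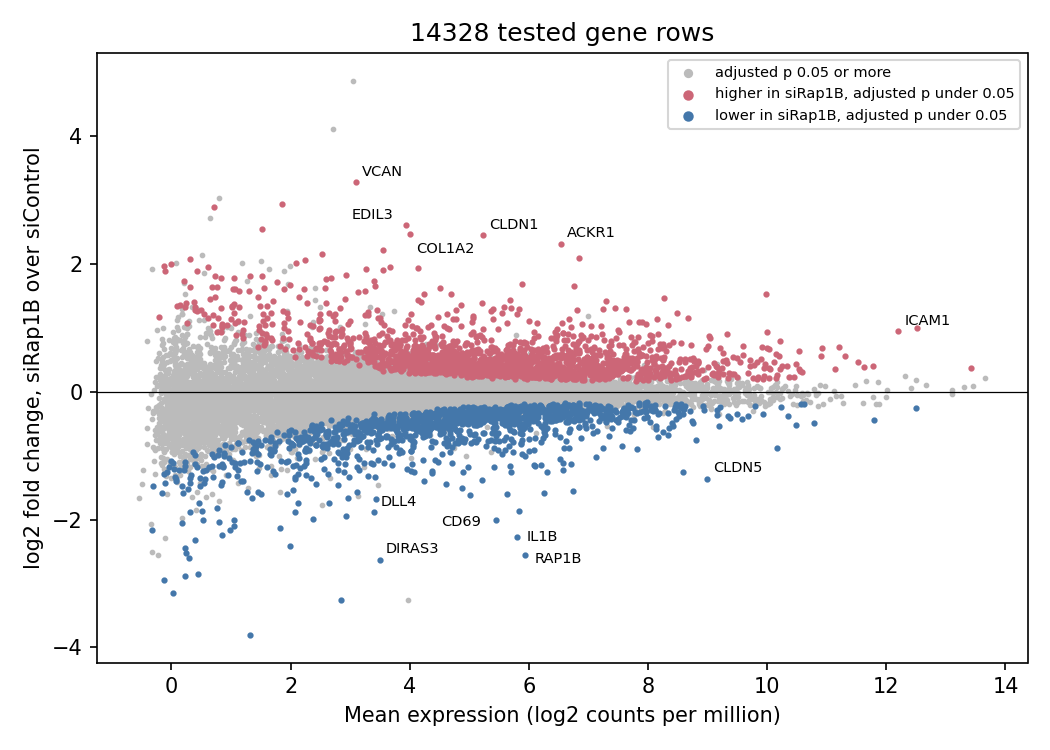
Each point is 1 of the 14328 tested rows, with mean expression in log2 CPM on the horizontal axis and the log2 fold change of siRap1B over siControl on the vertical axis. Red and blue points are the 1783 rows that were higher and the 1324 that were lower at an adjusted p under 0.05, gray points are the other rows, and RAP1B lies at -2.56.

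The largest rises under the naming rule were in VCAN, EDIL3, COL1A2, CLDN1 and ACKR1. VCAN (chromosome 5, 83471465 to 83582303) went from 1.54 ± 0.50 to 15.1 ± 3.82 CPM (SD, n = 5), a log2 fold change of 3.28 (SE 0.23, edgeR adjusted p = 7.21e-08). Its lowest library had 11 counts, so its level in siControl is known less precisely than that of the other genes named here. EDIL3 rose from 4.24 ± 1.19 to 25.9 ± 3.20 CPM, with a log2 fold change of 2.60 (SE 0.17). COL1A2 rose from 4.81 ± 0.999 to 26.8 ± 4.37 CPM, with a log2 fold change of 2.47 (SE 0.16). CLDN1 (chromosome 3, 190305701 to 190322475) went from 11.5 ± 0.72 to 63.3 ± 5.07 CPM, with a log2 fold change of 2.45 (SE 0.086) and the smallest adjusted p of all genes (7.88e-11). ACKR1 rose from 31.0 ± 3.98 to 154.8 ± 21.96 CPM, with a log2 fold change of 2.32 (SE 0.11). The largest falls, besides RAP1B, were in DIRAS3, IL1B, CD69 and DLL4. DIRAS3, which encodes another small GTPase of the Ras family, fell from 19.2 ± 4.03 to 3.17 ± 1.31 CPM (log2 fold change -2.63, SE 0.23). IL1B (chromosome 2, 112829751 to 112836903) fell from 91.8 ± 7.84 to 19.0 ± 2.80 CPM (log2 fold change -2.27, SE 0.10). CD69 fell from 69.3 ± 5.63 to 17.3 ± 2.24 CPM (log2 fold change -2.002, SE 0.096), and DLL4 from 16.5 ± 1.99 to 4.48 ± 1.104 CPM (log2 fold change -1.88, SE 0.17). The edgeR adjusted p of these 9 genes besides RAP1B was at most 1.47e-06, and no siRap1B value overlapped the siControl values of the same gene.

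Among the genes fixed from the study's subject, the adhesion molecules that bind leukocytes were higher in siRap1B. ICAM1 (ENSG00000090339; chromosome 19, 10270835 to 10286615) went from 3214 ± 112.4 to 6209 ± 349.4 CPM (SD, n = 5), a log2 fold change of 0.95 (SE 0.071, edgeR adjusted p = 1.27e-07). VCAM1 (ENSG00000162692; chromosome 1, 100719742 to 100739045) went from 738.9 ± 22.7 to 1196 ± 32.7 CPM, a log2 fold change of 0.69 (SE 0.061, adjusted p = 7.67e-07). SELE (ENSG00000007908; chromosome 1, 169722641 to 169764705) went from 1159 ± 21.8 to 1796 ± 90.3 CPM, a log2 fold change of 0.63 (SE 0.065, adjusted p = 3.51e-06). NFKBIA, which encodes an inhibitor of NF-kB, changed less, from 1052 ± 24.8 to 1223 ± 50.4 CPM, with a log2 fold change of 0.22 (SE 0.063, adjusted p = 0.0200). That call was lost with library size only (log2 fold change 0.15, adjusted p = 0.0925) and without siControl replicate 3 (log2 fold change 0.21, adjusted p = 0.0561). KDR, which encodes VEGF receptor 2, (ENSG00000128052; chromosome 4, 55078259 to 55125595) fell from 355.6 ± 19.2 to 218.3 ± 16.7 CPM, a log2 fold change of -0.70 (SE 0.070, adjusted p = 2.36e-06). The groups did not overlap for any of these 5 genes.

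**Figure D2:**
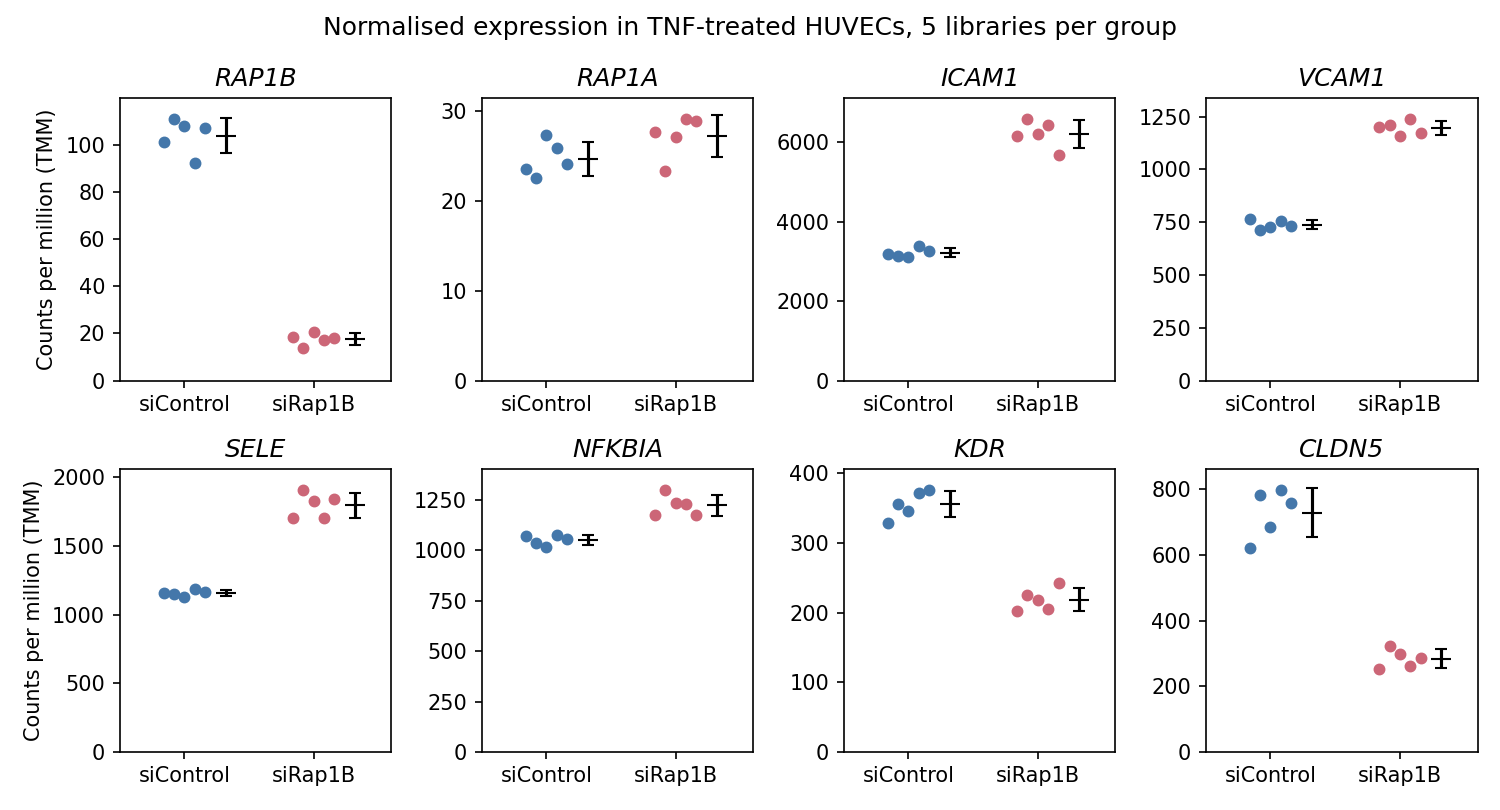
Points are the 5 libraries of each group in CPM after TMM scaling, and the black bars beside them are the mean and SD. RAP1B remained at 17.02% of its control mean and RAP1A overlapped between the groups, while ICAM1, VCAM1, SELE and NFKBIA were higher and KDR and CLDN5 were lower in every siRap1B library.

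The gene lists were tested as sets with camera, with adjusted p over the 8 lists, and with exact permutation tests of the score per sample. Leukocyte adhesion molecules were higher in siRap1B (camera adjusted p = 2.57e-05). Of 13 tested members, 7 were higher and 2 lower past the threshold over all genes, and 10 passed adjusted over the list alone. The score rose by 0.29 (exact permutation p = 0.00794, adjusted 0.0127). CD44 was the third of its most significant members besides ICAM1 and VCAM1, with a log2 fold change of 0.86 (SE 0.072). TNF-induced NF-kB targets were higher (camera adjusted p = 2.73e-04), with 16 higher and 4 lower of 33 tested members, 23 called adjusted over the list alone, and a score difference of 0.15 (exact permutation p = 0.00794, adjusted 0.0127). TNFAIP3, BIRC3 and BCL3 had log2 fold changes of 0.90 (SE 0.061), 1.33 (SE 0.094) and 0.84 (SE 0.097). Only these calls on lists held under all 3 set tests, camera, fry and camera with an estimated correlation, where both gave an adjusted p of 0.0220 in the last.

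Chemokines and cytokines showed no shift as a set (camera adjusted p = 0.649, score difference -0.05, exact permutation p = 0.508, adjusted 0.508). Single members nevertheless moved in both directions, 10 higher and 8 lower of 25 tested, and 20 were called adjusted over the list alone. Besides IL1B, TNFSF15 and CXCL5 were the most significant, with log2 fold changes of -0.88 (SE 0.073) and -1.16 (SE 0.10). This list shares 9 genes with the NF-kB list.

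Interferon-stimulated genes were higher by camera (adjusted p = 0.00490) and fry (adjusted p = 8.46e-05), but not with an estimated correlation (adjusted p = 0.0829). Of 38 tested members, 15 were higher and 3 lower, and 19 were called adjusted over the list alone. The score rose by 0.13 (exact permutation p = 0.00794, adjusted 0.0127), and by 0.057 with library size only, where the adjusted p was 0.0952. GBP4, HERC6 and IFIT2 had log2 fold changes of 0.73 (SE 0.080), 0.46 (SE 0.062) and 0.52 (SE 0.070). Antigen presentation genes were higher by camera (adjusted p = 0.0434) and fry (adjusted p = 0.0328), but not with an estimated correlation (adjusted p = 0.477). Only 3 of its 16 tested members were called over all genes, all higher, and 5 adjusted over the list alone. Its score difference of 0.21 was within the spread between samples (exact permutation p = 0.0794, adjusted 0.0907). The called members were PDCD1LG2, ERAP1 and TAPBP, with log2 fold changes of 0.58 (SE 0.065), 0.69 (SE 0.094) and 0.38 (SE 0.064). TAPBP is listed in 4 rows, and its log2 fold change was 0.29 when these were summed.

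VEGF signalling and endothelial identity genes were not shifted by camera (adjusted p = 0.0639), while fry gave an adjusted p of 0.00467. Of 28 tested members, 7 were higher and 8 lower, and 15 were called adjusted over the list alone. The score fell by 0.15 (exact permutation p = 0.00794, adjusted 0.0127). APLN (log2 fold change -1.86, SE 0.086) and CLDN5 (-1.36, SE 0.088) fell, and KLF4 (1.62, SE 0.097) rose. Rap1 regulators and effectors were not shifted by camera (adjusted p = 0.460), while fry gave an adjusted p of 0.0375. Of 24 tested members, 5 were higher and 3 lower, and 9 were called adjusted over the list alone. RASSF5 rose from 1.76 ± 0.37 to 7.33 ± 1.11 CPM (log2 fold change 2.06, SE 0.20), and RGL1 (-0.70, SE 0.088) and ARHGAP29 (-0.62, SE 0.093) fell. The score rose by 0.093 (exact permutation p = 0.0238, adjusted 0.0317), a call that was lost with library size only, where the score rose by 0.025.

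Cell cycle genes were lower by camera (adjusted p = 9.55e-04) and fry (adjusted p = 2.04e-04), but not with an estimated correlation (adjusted p = 0.0786). Of 32 tested members, 4 were higher and 13 lower, and 20 were called adjusted over the list alone. The score fell by 0.19 (exact permutation p = 0.00794, adjusted 0.0127). CDC20, CCNB2 and MKI67 had log2 fold changes of -0.85 (SE 0.089), -0.79 (SE 0.11) and -0.64 (SE 0.091).

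**Figure D3:**
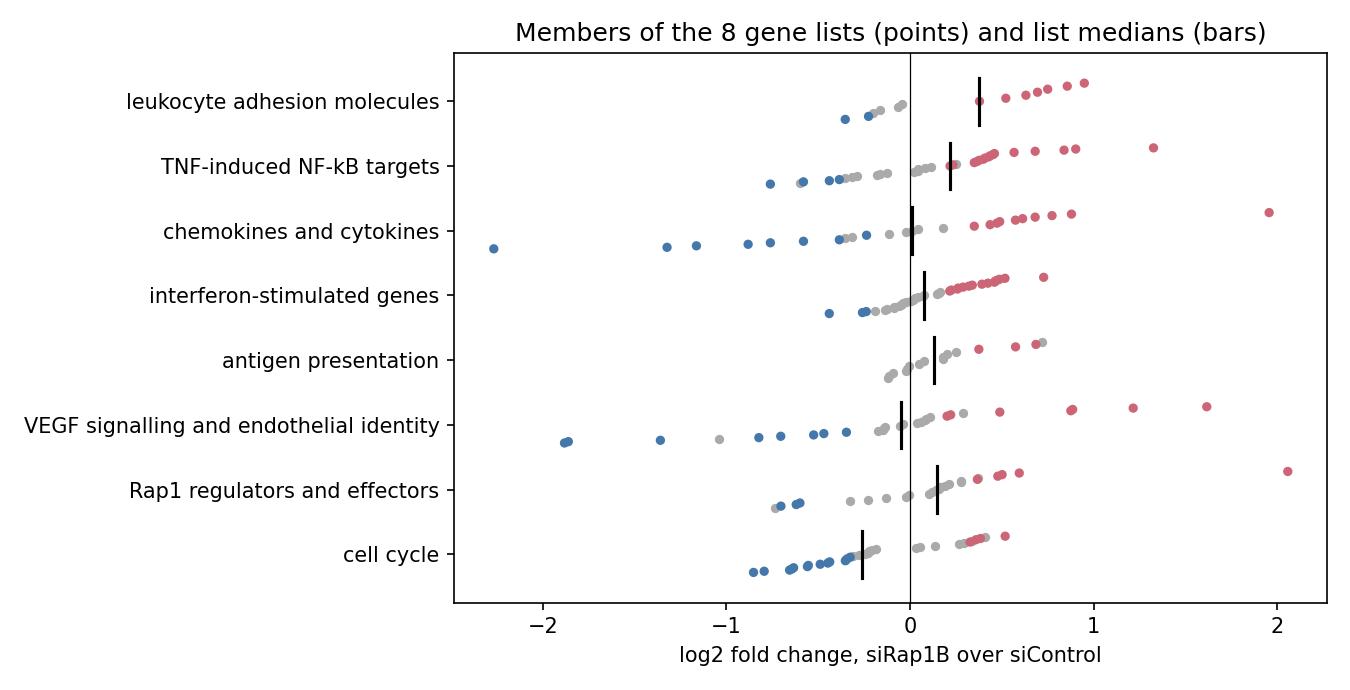
Each point is a tested member of 1 of the 8 gene lists, placed by its log2 fold change of siRap1B over siControl, and black bars are list medians. Colored points passed an adjusted p of 0.05 over all genes, red where higher and blue where lower, and the chemokine list holds 10 of the former and 8 of the latter.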

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

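Single values far from the rest of their group were sought in 100 groups of 5 values, made of the named genes, the list scores and the library measures. A value was singled out when its gap to the nearest other value exceeded 0.71 of the group's range. This found 6 values where chance gives 5, so their number calls for no explanation. The tests on thinning and on GC content and length below were set out before their results were seen.

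CLDN1 had a log2 CPM of 3.69 in siControl replicate 3, against 3.47 to 3.53 in the other siControl libraries. HERC6 had 7.45 in siRap1B replicate 1, against 7.25 to 7.28. IFIT2 had 7.24 in siRap1B replicate 4, against 6.996 to 7.04. ARHGAP29 had 8.24 in siControl replicate 1, against 7.86 to 7.91. CCNB2 had 3.62 in siRap1B replicate 1, against 3.99 to 4.09. The TMM factor of siControl replicate 1 was 1.09, against 1.0001 to 1.02 in the others. All of these lie in siControl replicates 1 and 3 and siRap1B replicates 1 and 4, and apart from CLDN1 they lie in the 3 libraries that score high on the second principal component.

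Library depth was tested by thinning all libraries to the smallest total. Of the 5 gene values, 3 were still far from their group, which argues against depth as the whole cause for those. After the correction for GC content and transcript length, 1 of the 5 was still far. This cannot be told apart from the ordinary loss of extreme values on any reprocessing, since the genes were picked for being far. No biological explanation was tested, because the labels give nothing that separates replicates of a group. Without the far library, the log2 fold changes were 2.50 for CLDN1, 0.44 for HERC6, 0.47 for IFIT2, -0.54 for ARHGAP29 and -0.71 for CCNB2, and all 5 stayed past the threshold (edgeR adjusted p at most 1.83e-04).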

How the results depend on the processing

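No fold change of a named gene or of a gene called in the main test reversed its direction under the settings tried. Neither did any list test or list score under the settings run for it. The balance of higher and lower calls did reverse with library size only. List tests were not run with upper-quartile factors, library size only, no filter, no robust shrinkage, the DESeq2 Wald test or limma-voom. The correction for GC content and length, the summing of rows and the thinning were chosen after seeing the data. Of 792 comparisons of 36 named genes with an alternative, 790 kept their direction and their side of the threshold. The 2 others were both NFKBIA, with library size only and without siControl replicate 3, as given above.

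The number of genes past the threshold was 3108 with DESeq2 size factors, 3123 with upper-quartile factors, 3102 with limma-voom, 3423 with the DESeq2 Wald test, 3073 without robust shrinkage, 2769 without a filter, and 3166 with at least 10 counts in every sample. It was 3279 with rows summed per symbol, 3376 after the GC content and length correction, and 2986 after thinning. The share of higher genes moved with the scaling, from 57.4% (1783 higher, 1324 lower) to 50.6% with upper-quartile factors (1580 higher, 1543 lower) and 40.4% with library size only (1288 higher, 1899 lower). No gene called in both had opposite signs. Library size only called 2612 of the 3107 genes. An adjusted p of 0.01 left 1766 genes (1113 higher, 653 lower), and a required absolute log2 fold change of 1 left 360 (180 higher, 180 lower), which follows from the stricter rules themselves. Across the 10 fits that each left out 1 replicate, the count ran from 2480 to 3166, with 1515 to 1794 higher and 965 to 1372 lower.

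Of 100 splits of the samples into 5 and 5, only the real split gave as many genes (1 of 100). The next highest had 129 genes and exchanged 1 sample of each group, and the median of the others was 0. For the list tests, as small a p was given by 1 split for leukocyte adhesion molecules, 1 for NF-kB targets, 73 for chemokines and cytokines, 6 for interferon-stimulated genes, 42 for antigen presentation, 3 for VEGF signalling and endothelial identity, 57 for Rap1 regulators and effectors, and 4 for the cell cycle, each of 100. By this measure the shifts of the interferon and antigen presentation lists, both called by camera, were no rarer than 0.05, and that of antigen presentation was common.

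For the lists, fry gave an adjusted p of 0.00467 for VEGF signalling and endothelial identity and 0.0375 for Rap1 regulators and effectors, neither of which camera called. Camera compares a list with the other genes, while fry tests the list by itself, so a difference between them need not mean an unstable result. Camera with an estimated correlation did not call interferon-stimulated genes (0.0829), antigen presentation (0.477) or the cell cycle (0.0786). Antigen presentation was also not called with at least 10 counts in every sample (0.0626) or with rows summed per symbol (0.0786), while summing called the VEGF list (0.0304). Across the fits that each left out 1 replicate, adjusted p ran from 0.0109 to 0.140 for antigen presentation, highest without siControl replicate 1, and from 0.0252 to 0.118 for the VEGF list, which was called only without siControl replicate 1 (0.0252). The Rap1 list score was 0.088 with a prior count of 0.5 and 0.025 with library size only, and 0.069 to 0.12 with 1 replicate left out, and lost its call in each of the first 2 and in 8 of the 10 fits. The interferon score was 0.057 with library size only. The cause of these changes was not tested.

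Replicate numbers are shared by the groups, and their pairing was checked. The correlation of deviations from the group means was 0.16, 0.059, 0.011, -0.010 and 0.050 for the 5 shared numbers, within the range of -0.14 to 0.23 for different numbers. No clear pairing was seen, but 5 correlations cannot exclude a weak one. The labels do not say what the number marks. With the replicate number as a block, 3335 genes passed (1855 higher, 1480 lower), 2953 of them among the 3107. The VEGF list had an adjusted p of 0.0334 with the block, and no other call on a list or named gene changed.

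The median tested row had a mean of 263 counts per sample, and the simulated changes of 1 on the log2 scale were called for 75.9% of genes. The simulation changed only 195 tested genes, while 3107 rows were called in the data. With fewer changed genes the adjusted threshold is stricter, so the simulated share need not hold for the data. How that share varies with expression was not tested.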

Other observations

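The tests on levels of marker genes, on the variance of the second component after correction, on the cycling share, on AU-rich elements per base, on reverse complements of motifs and on the AGCCTTA motif were chosen only after the result was seen, as were the lists of marker, replication and mitosis genes. All hypotheses here were found and tested on the same data.

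The number of called genes was weighed against 3 technical explanations. After thinning all libraries to the smallest total, 91.7% of the calls were kept. After the correction for GC content and transcript length, 92.4% were kept, and after summing rows per symbol, 98.8%. These argue against depth, sequence composition and divided counts as the whole cause. An effect of RAP1B depletion and an off-target effect of either siRNA remain as candidate explanations, and a single siRNA group against a single control group cannot separate them. A difference in culture or library preparation that coincides with the groups was not tested. It is not excluded either, since the labels name no batch.

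The cell cycle list did not move as a block. Its 19 mitosis genes, a set that also covers the G2 phase before mitosis, all had negative log2 fold changes. Of these, 12 were past the threshold, and their score fell by 0.44 (exact permutation p = 0.00794). Its 13 replication genes had 4 higher and 1 lower past the threshold, and their score rose by 0.17 (exact permutation p = 0.0556). The difference between the changes was -0.62 (exact permutation p = 0.00794), which argues against a uniform change in the share of cycling cells, and it was -0.61 after the GC content and length correction, which argues against that bias. A change in the balance between cells in replication and cells in G2 or mitosis may underlie the pattern, as a hypothesis that these counts cannot settle.

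COL1A2 and VCAN were among the largest rises, and TAGLN, named after its values were seen, rose from 7.18 ± 1.075 to 27.5 ± 2.29 CPM (SD, n = 5; log2 fold change 1.94). RNA from fibroblasts or mural cells was weighed as a source. Of 18 marker genes of those cells 13 were tested, 9 were higher, 0 lower and 4 not changed, and their median log2 fold change was 0.58. HUVECs themselves expressed 5 of the 13 at a mean log2 CPM of at least 5. Such cells would bring their abundant matrix transcripts in proportion. COL1A2 reached 26.8 CPM in siRap1B (323 to 452 counts), while the median over COL1A1, COL3A1, COL6A3, POSTN, LUM and DCN was 1.33 CPM and the highest was 3.83 CPM. COL1A1 had 2 to 7 counts in the siRap1B libraries and at most 15 in siControl. The levels of these 6 genes argue against such cells as the source of the COL1A2 signal. Among the 6, however, LUM rose from 1.35 to 3.83 CPM and COL3A1 from 0.959 to 2.13 CPM, both past the threshold. DCN was not called, and COL1A1, COL6A3 and POSTN were not tested. These rises, like those of other genes of the marker list, go the other way. COL5A1 rose from 112 to 167 CPM and COL6A1 from 16.6 to 24.9 CPM, both already present in siControl. PDGFRB, which was not tested, had 4 to 32 counts in siRap1B and at most 9 in siControl. A smaller contribution of such cells is therefore not excluded. A change of the endothelial cells themselves, with higher matrix and contractile genes, may account for the pattern and was not tested further.

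CD69, a gene known from leukocytes, was among the largest falls, and LTB and TRBC2, named after their values were seen, also fell. LTB is on more than 1 row, of which the most abundant went from 159.8 ± 5.58 to 54.5 ± 5.09 CPM, and TRBC2 went from 74.4 ± 7.23 to 24.7 ± 4.62 CPM (SD, n = 5). Loss of contaminating leukocytes was weighed. Of 16 leukocyte markers 7 were tested, 6 of them at a mean log2 CPM of at least 5 in these cells, with 1 higher, 3 lower and 3 not changed (median log2 fold change -0.15). CORO1A, the lowest of the 7, did fall, from 6.44 to 1.76 CPM. In siControl, where CD69 was at 69.3 CPM, the median over PTPRC, CD53, CD52, LCP1 and CORO1A was 0.264 CPM and the highest was 6.44 CPM. That is far under what leukocytes carrying the CD69 signal would bring, and argues against them as its source.

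The second principal component (14.3% of variance) separated siControl replicate 1 (score 38.3), siRap1B replicate 1 (22.97) and siRap1B replicate 4 (25.4) from the other 7 libraries (-21.1 to 0.895). The same 3 libraries had the lowest share of counts in 88 ribosomal protein genes, 4.16%, 4.42% and 3.75%, against 4.92% to 5.90% in the others. The labels name no batch. Loadings correlated across genes with transcript length (Spearman rho 0.30) and GC content (-0.15), though genes are not independent replicates. After the GC content and length correction the component still held 13.9% of the variance, above the 11.7% that the third component held before the correction, which argues against that bias as the whole cause. Rows that share a symbol carried 28.7% of the squared loadings at 6.0% of rows. On the table summed per symbol the component gave similar scores (absolute correlation 0.985), though not the same order of samples. The same 3 libraries again scored highest (28.5, 20.4 and 27.3), which argues against divided counts as the whole cause. The fifth of rows with the lowest mean carried 54.1% of the squared loadings, so variation of low counts makes up much of the component. A difference in RNA quality or library preparation may also contribute, was not tested, and would lie across both groups.

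Rows that share a symbol varied more between replicates than single-row genes of the same expression. The ratio of their variation was 2.29 as deposited and 1.07 after summing per symbol. This is consistent with reads being divided among near-identical rows unevenly from library to library, so single rows of such symbols are less reliable than their sum.

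Off-target silencing by the RAP1B siRNA was tested through its seed, the short siRNA segment that can pair with 3′ UTRs. Among 16124 motifs of 7 bases, 7 fell under the permutation limit of -4.46, led by TCACGCC (-5.01), and 3 lay above the upper limit of 4.59. The lowest motif that also occurs in RAP1B's transcript was ATCTCGG, at -4.98, in the UTR of 667 genes, whose mean difference of residuals was -0.074. Of the 7 low motifs, 5 had a reverse complement among the lowest 1%, which a seed on one strand would not give and a repeat present in both directions would. RAP1B's transcript contains 45.6% of all motifs, so that occurrence there hardly narrows the search. The siRNA sequences are not given in the labels, and seed effects cannot be told apart from repeats for these genes.

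At the other end, genes with AGCCTTA in the 3′ UTR were higher in siRap1B (t = 5.13), followed by GCCTTAA (5.08) and ACATCAA (4.62), and none of the 3 had a reverse complement among the highest 1%. A seed match to an siRNA of the control transfection, which would lower its targets in siControl, is a candidate explanation. Residuals of genes with the site AGCCTTAA (431 genes) were higher by 0.077 ± 0.019 (SE), against 0.056 and 0.051 for genes with only a 7-base part, and 0.027 ± 0.025 (SE) where the site lay outside the 3′ UTR only. The 8-base site exceeded its parts by 0.024 (permutation p = 0.263 with 100000 permutations), so the step that a seed predicts was not resolved, although the estimates lie in that order. Among 627 other motifs of the same bases that share no 6 bases in a row with it, the median t was 0.129 (SD 1.09). UTR length and GC content had been removed before motifs were tested, so a small median was largely set in advance. It cannot decide on base composition as the cause. The question stays open without the siRNA sequences.

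Members of the NF-kB and chemokine lists moved both ways, and AU-rich elements, which shorten the life of many cytokine transcripts, were tested as a reason. Over 47 members, the number of ATTTA motifs in the 3′ UTR and the log2 fold change had a Spearman rho of -0.30 (permutation p = 0.0398) and a Pearson r of -0.14. Per base of UTR rho was -0.19 (permutation p = 0.210). The relation across genes therefore cannot be told apart from one with UTR length, and genes are not independent replicates. The motif TATTTAT, which contains this element, was among the 7 lowest of the scan (t = -4.50), though over all genes the rho with motifs per base was 0.050.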
